A study of Homo sapiens with 6 samples.

How the data were processed

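Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts exposed DNA and inserts sequencing adapters there, so that the number of reads in a region reflects how accessible it is. The cells were cardiomyocytes derived from WTC11, an established human induced pluripotent stem cell line. Per the labels, 3 libraries came from cells kept without and 3 from cells kept with 4 µM CHIR99021 for 1 week. CHIR99021 is an inhibitor of the kinase GSK3. The time label of all 6 libraries is day 7. Whether day 7 counts from the start of treatment or of differentiation is not stated. Nuclei came from 50000 cells per library and were processed by the Omni-ATAC protocol, a version of ATAC-seq with extra detergents and washes that is meant to lower the share of mitochondrial reads. The groups and replicate numbers were taken from the sample titles, which do not say whether replicates are separate cultures or differentiations.

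The authors deposited raw counts of reads per region for 294786 regions and the 6 libraries. The values are whole numbers with a different total in each library, so no scaling had been applied. The aligner, the counting tool, the shift of read ends for the transposase and the way the regions were made are not stated per the labels or per the file headers. The authors also deposited 1 table of their own comparison. Per the file headers it holds a mean normalised count per region (a signal that is never negative), a log2 fold change with its standard error, a test score (the log2 fold change over its standard error), a p-value and an adjusted p-value. The column names of that table are those DESeq2 writes, but no header names the tool. It lists 123329 of the regions.

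The authors deposited 1 peak list per library, so the peaks in these lists were called on each library separately. Whether peaks were also called on pooled reads is not stated. The lists have the 10-column layout that the MACS peak caller writes. For each peak the authors' caller gave a whole-number score, a fold enrichment over the local background (a ratio), and the −log10 of a p-value and of a q-value. These are the authors' own values per peak, and they were used here only to describe or filter peaks within a list. The lowest −log10 q in a list was 1.00 in each of the 6 deposited lists. Peak names in the deposited lists carry words for masking and duplicate removal, and what was masked is not stated.

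No header or label names the genome build. Gene names came from a RefSeq gene table of assembly GRCh38.p14, which gives the ends of each gene without its strand. Of 40074 ends of protein-coding genes in that table, 34.3% lay inside a counted region, against 4.77% after a shift of 10 kb (10000 bp), 4.60% after a shift of 100 kb (100000 bp) and 4.49% after a shift of the same size the other way. The positions were therefore used with that table, while coordinates are printed only as the count table gives them, converted to 1-based starts. No genome sequence was used here. Tests that needed one (sequence motifs and GC content) were not run. Since strands were not used here, a region within 1 kb of either end of a protein-coding gene is called a gene-end region, in place of the promoter windows planned from transcription starts. Regions were assigned to gene lists by the nearest protein-coding gene body within 50 kb, also in place of the planned transcription starts. A region inside a gene is named only as that, since exons, introns and UTRs were not used here. All 25 Wnt target genes, 25 sarcomere genes, 22 calcium and ion channel genes and 25 cell cycle genes of the lists were found in the gene table.

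The depth per library, as the total of counts in regions, ran from 6547303 to 30250388. Of these counts 27.4% to 43.2% fell in the 7 regions of the mitochondrial genome. Regions with few counts were left out with filterByExpr of edgeR 4.0.16 (minimum count 10), which kept 180401 regions with 95.9% of all counts and left out 114385. Library sizes were scaled with TMM factors (0.858 to 1.16). TMM assumes that most regions do not change. Differences between GSK3 inhibition and control were tested two-sided with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with group as the term, and p-values were adjusted by the Benjamini-Hochberg method over all tested regions. A region with an adjusted p under 0.05 is said to be called. The common biological coefficient of variation was 0.129. CPM in the text are counts scaled by the library size with the same TMM factors, as edgeR's cpm gives them, and errors are SD over the 3 libraries of a group. The standard error of a log2 fold change was taken as its size over the square root of the quasi-likelihood F. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with adjustment over the 4 lists. Gene-end regions among calls were compared with Fisher's exact test. Values per library were compared with exact permutation tests, which cannot give a p under 0.1 for 3 libraries against 3. Peak lists were compared in Python at a minimum overlap of 1 bp. The distance from counted regions without a peak to the nearest peak was taken with bedtools 2.31.1. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

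The edgeR step was tested on simulated counts for the 180401 regions with 200 regions changed. It recovered 59.0% of the changed regions, and 76.7% of those changed at least 2-fold. It made 120 calls, of which 2 were false, and 4.77% of unchanged regions had an unadjusted p under 0.05. DESeq2 1.42.0 on the same simulation recovered 48.0% with 2 false calls of 98, and 1.54% of unchanged regions had an unadjusted p under 0.05. The changed regions had a mean of at least 20 counts, so the simulation does not give the recovery in dimmer regions. Its counts were drawn with the spread between replicates that edgeR had fitted to these libraries, which depended on abundance alone. It therefore does not test that fit. Far more regions were called in the data than were changed here, so the recovery may differ there.

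Before any average, replicates were compared. The chi-square per degree of freedom between replicates of a group was 1.64 to 2.99, so no pair of libraries agreed within sampling noise. Each library was counted as its own replicate. Libraries prepared separately from the same culture could also differ by more than sampling noise. The values therefore do not show that replicates are independent cultures. The tests, gene lists, the rule for naming regions and the alternatives other than those named after the results as chosen later were fixed before the data were examined. The rule named, first, the 5 regions with the largest increase and the 5 with the largest decrease among called regions with a mean CPM at or above the median and groups that do not overlap. It also named up to 5 called regions with the lowest p at the MYH6-MYH7 locus, the gene-end regions of MYH6, MYH7 and AXIN2, and the 2 regions with the lowest p for each gene list. The locus was taken as both gene bodies with 20 kb either side. The alternatives were other count models, scalings, filters, thresholds, windows and set tests, a replicate term, and each library left out in turn. Their effect is given after the results.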

Results

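Accessible chromatin was profiled in 6 ATAC-seq libraries of WTC11-derived cardiomyocytes, 3 from control cultures and 3 from cultures grown with the GSK3 inhibitor CHIR99021. The stated purpose was to find cis-regulatory elements (stretches of DNA that control genes nearby) that matter for gene expression in fetal cardiomyocytes. Total counts in regions were 11323318, 6547303 and 30250388 in control replicates 1, 2 and 3, and 13112100, 24117248 and 19724164 in GSK3 inhibition replicates 1, 2 and 3. The groups did not differ in total counts (exact permutation test, two-sided, p = 0.7, where 0.1 is the smallest possible). The median region held 5 counts in control replicate 2 and 23 in control replicate 3, so the shallowest library carried the largest counting error. Pearson correlations of log2 CPM across tested regions were 0.888 to 0.953 for the 6 pairs of libraries within a group and 0.850 to 0.909 for the 9 pairs between groups. These are correlations across regions, which are not independent replicates. The first principal component, with 42.7% of the variance, put all 3 control libraries on one side and all 3 GSK3 inhibition libraries on the other.

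Mitochondrial regions took 38.8% ± 4.42 (SD, n = 3) of the counts in control libraries and 28.6% ± 1.36 (SD, n = 3) in GSK3 inhibition libraries. Each GSK3 inhibition library (27.4%, 28.5% and 30.1%) lay below each control library (43.2%, 34.3% and 38.8%). The difference of −10.1 percentage points had p = 0.1 in the exact permutation test, which is the smallest p that 3 libraries against 3 allow. In the edgeR test of single regions, log2 fold changes of the mitochondrial regions ran from −0.67 to −0.58. Their edgeR adjusted p ran from 0.0852 to 0.421, so no mitochondrial region was called.

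The authors' peak lists held 91641, 78596 and 208797 peaks for the control libraries and 111999, 166131 and 138744 for the GSK3 inhibition libraries. The means were 126345 ± 71703 and 138958 ± 27067 (SD, n = 3 each), and the difference was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.8). Its sign rested on single libraries. The difference of means was 12613 peaks with all libraries, −4739 without control replicate 1, −11261 without control replicate 2, −973 without GSK3 inhibition replicate 2 and 53840 without control replicate 3. The covered length was 35.4 ± 12.8 Mb in control and 40.5 ± 6.83 Mb in GSK3 inhibition libraries (exact permutation test, p = 0.6). As a share of the shorter list, overlap averaged 77.3% over the 6 pairs of libraries within a group (range 70.5% to 84.1%) and 73.7% over the 9 pairs between groups (range 67.2% to 79.8%). The ranges overlapped. The difference of 3.54 percentage points was 4.28 with a minimum overlap of 50% of both peaks, 5.83 for peaks with a −log10 q of at least 5, and 5.40 for the same number of top peaks (78596) from each library. It became −0.631 without control replicate 3, the library with the most peaks.

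**Figure D1:**
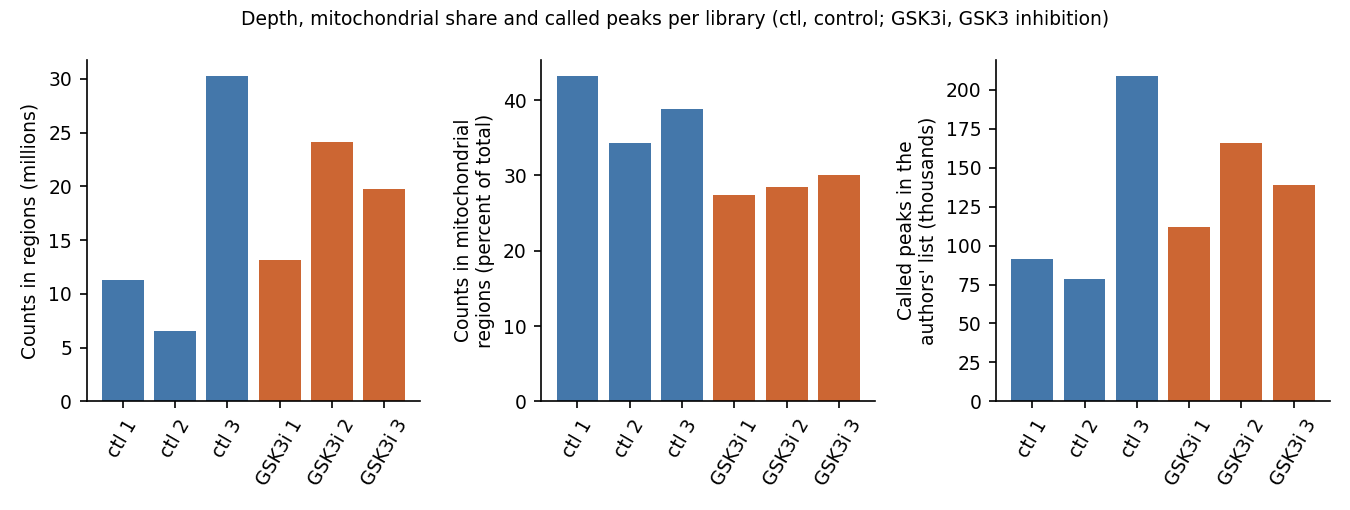
Total counts in regions, counts in the mitochondrial regions (percent of the total) and number of peaks in the authors' list, 1 bar per library, blue for control and orange for GSK3 inhibition. The mitochondrial share is lower in every GSK3 inhibition library (27.4% to 30.1%) than in every control library (34.3% to 43.2%), while depth and called peaks overlap between the groups.

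The main comparison asked which regions differ in accessibility after GSK3 inhibition. Of 180401 regions tested, 11001 were called higher and 13969 lower under GSK3 inhibition (edgeR, Benjamini-Hochberg adjusted p under 0.05). The median log2 fold change of the calls was 0.89 for the higher and −1.16 for the lower regions. At least a 2-fold change was seen in 4315 of the higher and 8985 of the lower calls. In 92.1% of the higher and 92.2% of the lower calls the values of the groups did not overlap, where chance gives 10% of unselected regions. The calls were selected by a test of the same difference, so a high share follows from the selection. Among the fits without a replicate term, testing against a 1.5-fold change moved the counts most, to 1756 higher and 3748 lower. DESeq2 called 4628 higher and 4090 lower. The split between directions depended on the scaling, since total counts without a further factor gave 22713 higher and 8395 lower calls, or 73.0% higher against 44.1% with TMM factors. That scaling moved the median log2 fold change of the tested regions to 0.16. Control replicates 1 and 3 carried much of the count, which came to 6655 higher and 9096 lower without control replicate 1 and to 6000 higher and 7150 lower without control replicate 3. The excess of lower calls also rested on single libraries and on the filter. Higher calls outnumbered lower ones without control replicate 2 (10292 against 9610) and without GSK3 inhibition replicate 1 (15150 against 13993). The same held with no filter (10221 against 10012).

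The direction of change went with the abundance of the region. In the dimmest decile of tested regions 179 were called higher and 1153 lower, with a median log2 fold change of −0.31. In the brightest decile 1784 were called higher and 367 lower, with a median of 0.11. With offsets from a cyclic loess, which removes such a trend by its construction, the dimmest decile had 651 higher and 697 lower calls and the brightest 2207 and 1790.

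**Figure D2:**
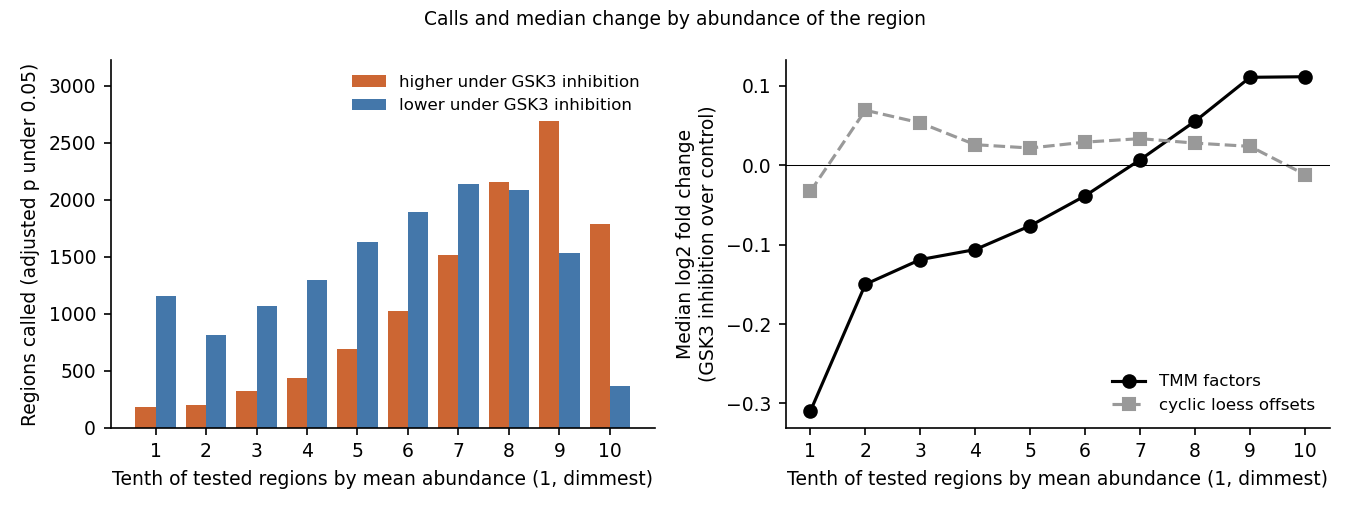
Left, number of called regions higher (orange) and lower (blue) under GSK3 inhibition in each decile of the 180401 tested regions by mean abundance; right, median log2 fold change of all regions in each decile, with TMM factors (black) and with cyclic loess offsets (grey). The median runs from −0.31 in the dimmest decile to 0.11 in the brightest with TMM factors.

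The largest increase among regions chosen by the fixed rule was on chromosome 5 at 124156534 to 124156929, where CPM went from 0.192 ± 0.182 to 4.74 ± 0.477 (SD, n = 3 each) and the log2 fold change was 4.09 ± 0.32 (SE, edgeR adjusted p 1.32e-24). It lay outside protein-coding genes, and the nearest was ZNF608. The next was on chromosome 7 at 10870762 to 10871399, also outside genes and nearest to COXFA4, with a log2 fold change of 3.94 ± 0.28 (SE). The other 3 of the 5 were outside TNIK on chromosome 3 (171462342 to 171462478), inside SNX13 on chromosome 7 (17849597 to 17849876) and outside RPL34 on chromosome 4 (108429771 to 108430288), with log2 fold changes of 3.14, 2.97 and 2.92. Control counts in these 5 regions were 0 to 17 per library, so the size of the increases is less certain than their direction. The largest decrease was on chromosome 6 at 25088504 to 25088856, outside RIPOR2, where CPM went from 2.40 ± 0.251 to 0.267 ± 0.103 (SD, n = 3 each) with a log2 fold change of −3.14 ± 0.39 (SE, edgeR adjusted p 2.01e-11). The other 4 were inside RNF121 on chromosome 11 (71945362 to 71945631), outside CITED2 on chromosome 6 (140051531 to 140051860), inside SNAP25 on chromosome 20 (10282951 to 10283455) and inside CDH4 on chromosome 20 (61753436 to 61753675). Their log2 fold changes were −3.07, −3.07, −3.02 and −3.02. The distance to the named gene was 479986 bp for ZNF608, 60544 bp for COXFA4, 1934 bp for TNIK and 190288 bp for RPL34. It was 46336 bp for RIPOR2 and 676883 bp for CITED2. ZNF608, COXFA4, RPL34 and CITED2 thus lay beyond the 50 kb used for the gene lists. These names mark the nearest gene only, and no link to its regulation was tested.

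The series title concerns an element that regulates myosin expression, and the genes MYH6 and MYH7, which encode the alpha and beta cardiac myosin heavy chains, lie side by side on chromosome 14. All 45 counted regions in these genes and 20 kb either side could be tested. Of these, 30 were called higher and 0 lower, and the median log2 fold change was 1.01. Adjusted over the list alone, 30 were called higher and 1 lower. Across all tested regions 13.8% were called. At an unadjusted p under 0.05 the locus also held 1 region that was lower, on the side of EFS (log2 fold change −0.48, edgeR adjusted p 0.113). The gene bodies alone had 19 of 27 regions called higher, and with 100 kb either side 33 of 66 tested regions were called higher.

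The regions nearest MYH6 and MYH7 differed in the share called. Of 20 tested regions nearest MYH6, 18 were called higher, with a median log2 fold change of 1.90. Of 17 nearest MYH7, 7 were called higher, with a median of 0.30. The same directions were found with RLE, upper-quartile and loess scaling and with both total counts, under which 18 and 6 to 8 regions were called higher and 0 lower. Whether the genes differ was not tested. The lowest p at the locus was for the region at 23376494 to 23379689, which covers an end of CMTM5, a gene next to MYH6. Its CPM went from 35.5 ± 4.22 to 185 ± 15.9 (SD, n = 3 each), a log2 fold change of 2.38 ± 0.18 (SE, edgeR adjusted p 7.59e-26). The neighbouring region at 23379864 to 23380586 went from 8.43 ± 0.968 to 34.2 ± 3.70 CPM, and the region at 23375418 to 23375935 inside IL25 from 4.55 ± 1.30 to 18.8 ± 3.81 CPM. Inside MYH6 the region at 23393874 to 23394513 went from 1.80 ± 0.0970 to 11.0 ± 1.07 CPM (log2 fold change 2.62 ± 0.21, SE, edgeR adjusted p 1.90e-24). The gene-end region of MYH6 at 23408048 to 23408795 went from 7.06 ± 1.12 to 29.2 ± 2.20 CPM, a log2 fold change of 2.04 ± 0.18 (SE, edgeR adjusted p 2.72e-21). The gene-end region of MYH7 at 23435327 to 23436236 had 34.9 ± 4.86 CPM in control and 36.1 ± 4.14 CPM under GSK3 inhibition. Its log2 fold change of 0.07 ± 0.16 (SE, edgeR adjusted p 0.850) was smaller than the spread between replicates, and its sign changed with the scaling (−0.040 with loess offsets). The called regions nearest MYH7, except that at 23430686 to 23430932 inside it, lay 1265 to 14309 bp outside that end of MYH7. The regions there at 23443280 to 23443840 and 23445921 to 23446056 were not called. The region at 23437884 to 23438706 went from 27.6 ± 2.35 to 47.9 ± 2.69 CPM (log2 fold change 0.81, edgeR adjusted p 6.70e-05). These regions were singled out after their values were seen. These CPM values rest on 12 to 4024 counts per library.

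**Figure D3:**
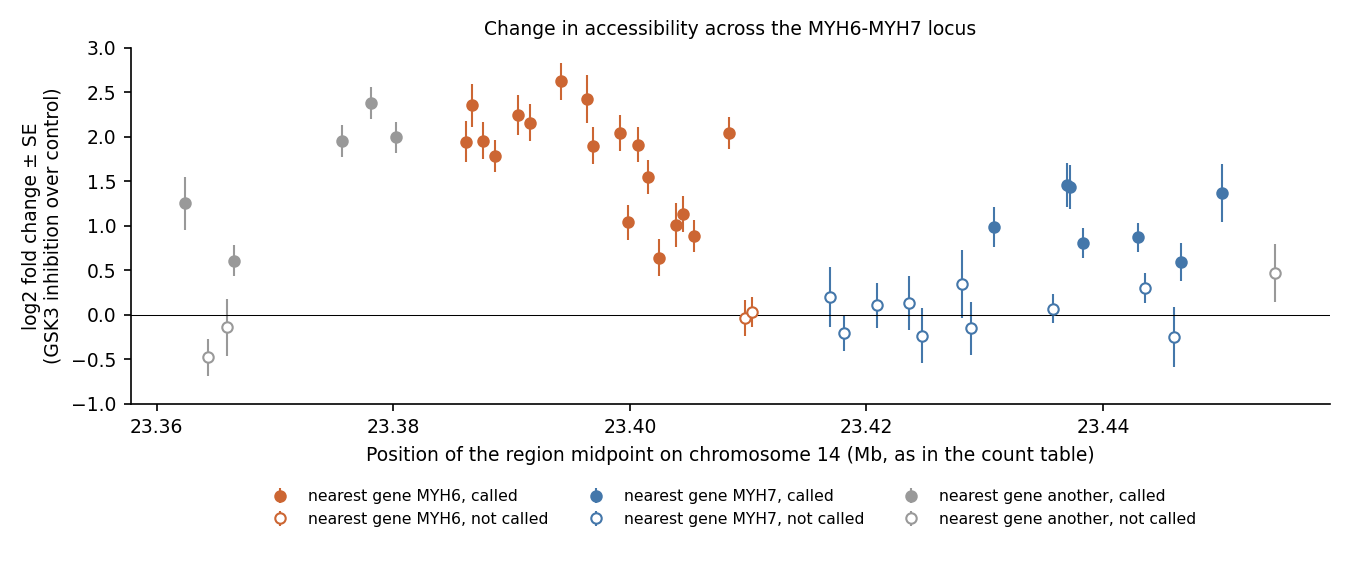
Log2 fold change (GSK3 inhibition over control, error bars SE) of each of the 45 counted regions against the position of its midpoint on chromosome 14 in Mb, coloured by the nearest protein-coding gene, filled where the adjusted p is under 0.05. The 30 called regions are all higher under GSK3 inhibition, and the 18 called regions nearest MYH6 form a run that ends before the regions nearest MYH7.

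Genes known to respond to Wnt signalling were examined because GSK3 inhibition stabilises beta-catenin, the protein that switches them on. The 330 tested regions nearest the 25 Wnt target genes were higher as a set (camera adjusted p 0.000205). Of these 47 were called higher and 11 lower, with a median log2 fold change of 0.20, and adjusted over the list alone 58 were called higher and 13 lower. More higher than lower calls were found at 10 of the 25 genes and more lower than higher calls at 4. The gene-end region of AXIN2 on chromosome 17 at 65561382 to 65561926 went from 9.18 ± 0.923 to 14.3 ± 3.29 CPM (SD, n = 3 each), a log2 fold change of 0.64 ± 0.17 (SE, edgeR adjusted p 0.00347), and was higher in each GSK3 inhibition library than in any control. In the authors' deposited table the same region has an adjusted p of 0.109. The lowest p in the list was for the end of TNFRSF19 on chromosome 13 at 23570067 to 23570705, which went from 5.46 ± 1.17 to 16.6 ± 2.02 CPM (log2 fold change 1.65, edgeR adjusted p 2.00e-14). The next was for a region outside LEF1 on chromosome 4 at 108043413 to 108043890, from 1.03 ± 0.404 to 3.55 ± 0.0692 CPM (log2 fold change 2.04, edgeR adjusted p 3.85e-10).

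The 423 tested regions nearest the 25 sarcomere genes were also higher as a set (camera adjusted p 0.00168). Of these 99 were called higher and 30 lower, and adjusted over the list alone 111 were called higher and 39 lower. The Wnt target set kept an adjusted p under 0.05 with fry (0.00758) and with camera's estimated correlation (0.0244), while the sarcomere set did not (0.0634 and 0.424). Without the regions nearest MYH6 and MYH7 the camera adjusted p of the sarcomere set was 0.0537. Directions differed between sarcomere genes, with 12 of 18 regions nearest MYL3 called lower and 10 of 18 nearest MYL4 called higher. Under the other 5 scalings 9 to 13 regions nearest MYL3 were called lower and 10 or 11 nearest MYL4 higher, with 1 region nearest MYL4 called lower under 3 of them (total counts outside the mitochondrial genome, upper-quartile and loess). These genes were singled out after their values were seen. By the fixed rule the named regions were the one inside MYH6 given above and the end of ACTC1 on chromosome 15 at 34789216 to 34790556, which went from 13.9 ± 2.66 to 66.8 ± 14.6 CPM (SD, n = 3 each), a log2 fold change of 2.24 ± 0.18 (SE, edgeR adjusted p 1.32e-24).

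Neither of the other lists differed as a set. For the 784 regions nearest the 22 calcium and ion channel genes the camera adjusted p was 0.409, with 58 called higher and 41 lower (58 and 40 adjusted over the list alone). Both named regions of that list lay inside CACNA1C on chromosome 12, at 2640651 to 2641169 (from 8.07 ± 1.21 to 2.53 ± 0.293 CPM, log2 fold change −1.73) and at 2613638 to 2614096 (from 5.38 ± 0.850 to 2.33 ± 0.727 CPM, log2 fold change −1.28). For the 138 regions nearest the 25 cell cycle genes the camera adjusted p was 0.347, with 7 called higher and 9 lower, and the same numbers adjusted over the list alone. It was 0.0154 when only gene-end regions were used and 0.0497 without GSK3 inhibition replicate 1. The end of E2F8 on chromosome 11 at 19240840 to 19241776 went from 17.7 ± 2.70 to 30.1 ± 4.79 CPM (log2 fold change 0.80, edgeR adjusted p 0.000103). The region inside BUB1 on chromosome 2 at 110662623 to 110662805 went from 1.58 ± 0.828 to 0.522 ± 0.172 CPM (log2 fold change −1.64, edgeR adjusted p 0.000746), with groups that overlapped. It was no longer called without control replicate 3 (edgeR adjusted p 0.146) or with DESeq2 (adjusted p 0.0538).

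**Figure D4:**
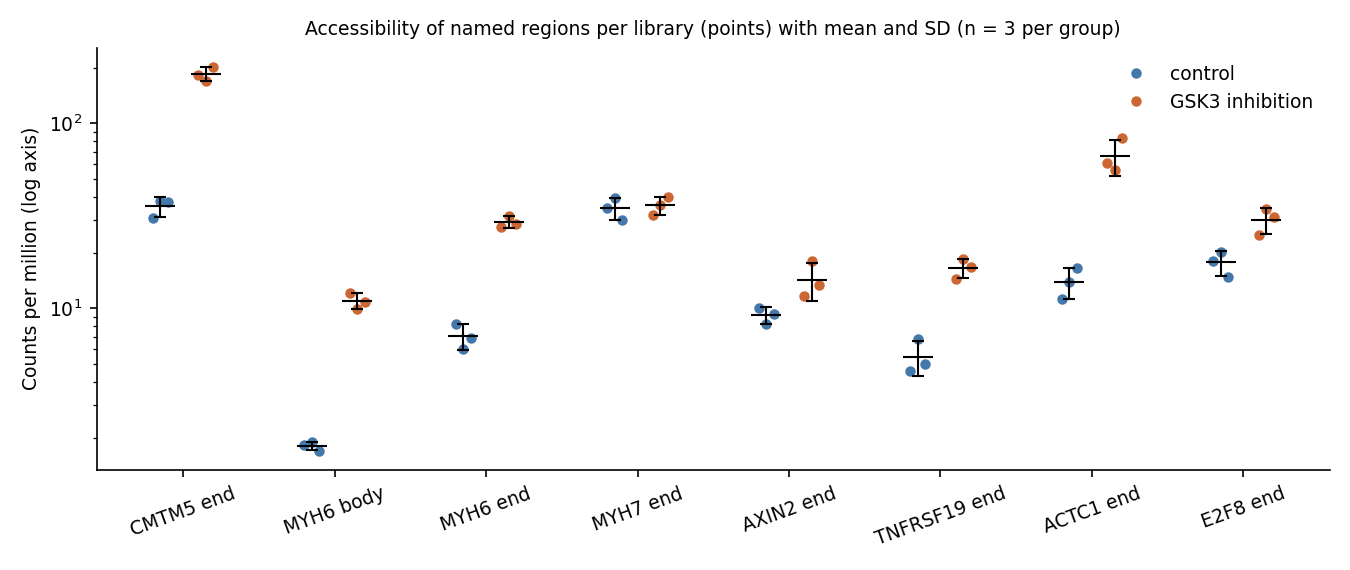
CPM on a log axis for 8 of the named regions, 1 point per library (blue control, orange GSK3 inhibition), with the mean and SD of each group of n = 3 in black. The end of CMTM5 goes from 35.5 to 185 CPM and the end of MYH6 from 7.06 to 29.2 CPM, while the end of MYH7 stays at 34.9 against 36.1 CPM.

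Changed regions were less often at gene ends than unchanged ones. Of the called regions 6.36% lay within 1 kb of an end of a protein-coding gene, against 13.2% of the tested regions that were not called (Fisher's exact test, two-sided, odds ratio 0.448, 95% confidence interval 0.425 to 0.473, p = 2.84e-235). Regions are not independent replicates, so this p describes these regions only. The odds ratio was 0.685 for higher calls and 0.310 for lower calls, each against the remaining regions, and with loess offsets it was 0.827 for lower calls. It was 0.704 without GSK3 inhibition replicate 1.

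The authors' deposited table lists 123329 regions, with 2428 higher and 1987 lower at an adjusted p under 0.05. All 4415 of these were also called here. Of the regions that table lists, 93.2% had a fold change of the same sign here.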

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

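The tests chosen after the data were seen were scaling by total counts outside the mitochondrial genome, DESeq2 with a replicate term, the replicate term in the comparison with the authors' table, both restrictions of the regions tested (outside the mitochondrial genome, and in at least 2 peak lists), all other scalings of the counts nearest single genes, loess offsets by decile, gene ends for single directions, loess offsets and classes of abundance, the sarcomere set without MYH6 and MYH7, and leaving out 1 library for called peaks and their overlap. Alternatives that need a genome sequence (GC offsets, the replicate term with GC offsets, and every TCF/LEF motif test) were not run, and windows around transcription starts were replaced by windows around gene ends.

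Against 11001 higher and 13969 lower regions, DESeq2 called 4628 and 4090, an adjusted p under 0.01 called 6155 and 8554, at least a 2-fold change 4315 and 8985, and the test against a 1.5-fold change 1756 and 3748. A mean of at least 50 counts left 44407 regions tested, of which 5505 and 5747 were called. The stricter thresholds lower the counts by construction. Of the 11252 calls with a mean of at least 50 counts 7673 were shared with the 24970 calls given in the results, and for the others the cause was not tested. Of the 8718 DESeq2 calls 8706 were shared. The cause of the lower DESeq2 counts was not tested on these libraries. In simulated counts DESeq2 left fewer unchanged simulated regions under an unadjusted p of 0.05 (1.54% against 4.77% for edgeR). Total counts without a further factor gave 22713 and 8395. Total counts outside the mitochondrial genome gave 9334 and 14967 (38.4% higher, median log2 fold change −0.06 against 0.16), so that shift came from the unequal mitochondrial share of the totals. Leaving out 1 library gave 6000 to 15150 higher and 7150 to 13993 lower calls, with the lowest of both without control replicate 3. Higher calls outnumbered lower ones without control replicate 2 and without GSK3 inhibition replicate 1. The other scalings, no filter and the restricted regions stayed within 1.5 times. Under none of these settings was a region called in the opposite direction to the call given in the results.

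The deviations of same-numbered libraries from their group means correlated at 0.0023, 0.094 and 0.019. For libraries with different numbers the values were −0.138 to 0.125, so no pairing by replicate number was seen. This does not exclude a shared origin of same-numbered libraries, which is not stated. With a replicate block edgeR called 10773 higher and 13750 lower. DESeq2 with a replicate block called 2428 and 1987, and its log2 fold changes differed from those in the authors' deposited table by at most 9.19e-05. Without the block the differences reached 1.36. The authors' table therefore matches a DESeq2 fit with the replicate number as a term. The DESeq2 fit with that block gave an adjusted p of 0.109 for the AXIN2 region and 0.194 for the BUB1 region. At an adjusted p under 0.01, 2056 calls were shared with the authors' table, and all the authors' calls at that threshold were among them.

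The 30 higher regions at the MYH6-MYH7 locus became 19 when only gene bodies were counted, where fewer regions lie. The other settings, libraries left out included, gave 22 to 33. The gene-end region of MYH7 changed sign, with a log2 fold change of −0.040 with loess offsets, −0.012 with a mean of at least 50 counts, and −0.032 to 0.22 when 1 library was left out. None of these had an adjusted p under 0.05, and the cause was not tested. Over 24 named regions and 326 values, 319 kept direction and call, 4 lost the call (all at AXIN2 or BUB1) and the 3 at MYH7 reversed.

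The Wnt target set stayed under 0.05 in every setting run, with adjusted p from 1.22e-05 to 0.0244. The sarcomere set had an adjusted p of 0.0634 with fry and 0.424 with the estimated correlation between regions, and 0.000201 to 0.0289 when 1 library was left out. The cell cycle set passed with gene-end regions alone (0.0154) and had 0.0497 to 0.430 when 1 library was left out. Over its other settings the adjusted p went up to 0.548, and the cause was not tested. The calcium and ion channel set stayed above 0.05 throughout (0.183 to 0.523). The odds ratio for gene ends, for higher and lower calls together, was 0.226 to 0.704 over the other windows, thresholds and libraries left out. For single directions, loess offsets and classes of abundance it was 0.218 to 0.827.

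The difference in called peaks between the groups ran from −11261 to 53840 when 1 library was left out, and the difference in overlap from −0.631 to 5.78 percentage points. Depth was lowest in control replicate 2, which had a median of 5 counts per region and 5.90% of regions at 0.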

Other observations

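The counts of other splits of the libraries, the test of depth for the mitochondrial share, the ranking of MYH6 among genes and the removal of regions called in any 1 library, or in 1 GSK3 inhibition library, were chosen after the result was seen. The other tests in this part were written down before their result was seen, for patterns noticed in the same data, so each explanation below is a hypothesis.

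The 6 libraries can be split into 3 and 3 in 10 ways, so a share under 0.1 is impossible. For the higher and the lower calls, 1 of the 10 splits, the real one, gave as many. The other 9 gave 0 calls each, with 1654 to 14046 regions at an unadjusted p under 0.05 against 46106 for the real split. The calls at the MYH6-MYH7 locus were also reached by 1 of 10 splits, and so was the camera p of the Wnt target set. However, splits that set control replicates 1 and 2 with any 1 GSK3 inhibition library also gave that set a camera p under 0.05. These were 0.00865, 0.0155 and 0.0188 with GSK3 inhibition replicates 1, 2 and 3. Each of the other 9 splits still holds part of the treatment difference, since its sides have unequal numbers of control and GSK3 inhibition libraries. That difference also adds to the spread within each side. Neither these camera p nor the 0 calls therefore show what libraries without a treatment difference would give. The direction of the set in these splits was not examined. The sarcomere set was reached by 2 of 10, since setting control replicates 1 and 3 with GSK3 inhibition replicate 2 against the rest gave a camera p of 0.000122 against 0.000842. The calcium and ion channel set was reached by 5 of 10 splits and the cell cycle set by 5 of 10.

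Neighbouring changed regions tended to change in the same direction. Of pairs of called regions less than 1 kb apart, 91.0% shared their direction, and the share fell with distance to 65.6% at 10 to 50 kb and 52.7% at 200 kb to 1 Mb. Over 200 shuffles of the directions the share at 5 to 10 kb was at most 53.9%, while the observed share there was 74.6%, at gaps longer than ATAC fragments, which argues against reads shared between adjoining regions. Pairs 1 to 5 Mb apart shared direction in 51.2%, against a mean of 50.7% and at most 50.8% over the shuffles. A small long-range agreement therefore remained, but it was far below that of close pairs, which argues against copy number differences of large segments as the whole cause. The median log2 fold change per chromosome ran only from −0.09 (chromosome 21) to 0.09 (chromosome X). Shuffles among changed regions of like abundance reached at most 54.3% at 5 to 10 kb, so the trend with abundance does not account for it. GC content was not tested and stays open. A shared response of regions in one stretch of chromatin to GSK3 inhibition may be part of it, which was not tested separately.

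The run at MYH6 stood apart from other genes. Among 3136 genes with at least 10 tested regions in their body, 1 had as large a share called higher as MYH6, namely MYH6 itself with 18 of 18, which argues against a property of all long runs of regions in genes. The next were FLNC (10 of 14), FLNA (7 of 10), NR4A1 (11 of 17), ACTA2 (7 of 11), MYL4 (8 of 13) and TPM1 (11 of 18), with 0 regions called lower in any of these 6 genes. These genes were named after their values were seen. RNA was not analysed here, so whether accessibility along these gene bodies goes with transcription remains open.

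Several of the lowest p were at gene ends or just outside genes, as for CMTM5 and ACTC1, which led to the idea that chromatin opens past the end of transcribed genes. Without strands, this was tested on 4236 genes that had a tested region at only one of their ends and no other protein-coding gene within 10 kb. Higher calls made up 6.42% of regions within 10 kb outside the end without a region and 7.02% outside the end with one. The odds ratio was 0.908 (Fisher's exact test, two-sided, p = 0.371). This does not decide the question, because a gene whose far end opened enough to be counted as a region there was left out, and because the genes were not chosen as transcribed or changed. The idea stays open.

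Part of the sarcomere result came from MYH6 and MYH7. Without the regions nearest these genes, the other 23 genes had 386 regions, of which 74 were called higher and 30 lower. The camera p was 0.0268, or 0.0537 adjusted with the other 3 lists, and fry gave 0.142. At 11 of the 23 genes higher calls outnumbered lower ones, and at 5 the reverse. A change across the list and a change at the MYH6-MYH7 locus alone cannot be told apart as a set result, because the p lies on either side of 0.05 depending on the test, although single regions of other genes were called.

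The lower mitochondrial share under GSK3 inhibition does not go with depth. The shallowest and the deepest library were both controls, and the lower of their shares was 4.28 percentage points above the highest share under GSK3 inhibition. A candidate explanation is a higher share of nuclear reads in regions. The ratio of mitochondrial counts to counts in the dimmest decile of nuclear regions overlapped between the groups, since the lowest control ratio over the highest GSK3 inhibition ratio was 0.771. The ratio to counts in the brightest decile separated the groups (0.860 to 1.25 in control and 0.595 to 0.689 in GSK3 inhibition libraries), which a higher share of nuclear reads in regions and a lower mitochondrial content both predict. The mean ratio to the dimmest decile was still higher in control libraries (69.8 ± 15.4 against 51.5 ± 18.6, SD, n = 3 each). These cannot be told apart with 3 libraries per group, because the dimmest counted regions are a poor stand-in for background. Fewer mitochondria carried over, or fewer mitochondrial genomes per cell, remain open as well and were not tested.

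Lower calls outnumbered higher calls among dim regions, with 3036 against 704 in the 3 dimmest deciles. Regions called as peaks only in control replicate 3, the deepest library, gave 1352 of these lower calls and 0 higher calls. Without them the ratio was still 2.39 lower calls per higher call. The fit without control replicate 3 had 661 lower and 225 higher calls in these deciles, or 2.94 per higher call. Regions found as peaks in a control library alone are selected for high control signal, so the first removal lowers the ratio whatever the cause. The matching removal of regions called in any 1 GSK3 inhibition library alone raised it to 5.88, and removing regions called in any 1 library alone, of either group, gave 3.07. These values argue against control replicate 3 and its own peaks as the whole cause, and how much they contribute stays open. A trend of signal with abundance between the groups, technical or biological, stays open, since loess offsets remove it by construction and cannot test it.

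The count table covered regions that the peak lists do not explain. Of its 294786 regions, 84095 (28.5%) overlapped no peak of any list, and 89.6% of these lay farther than 200 bp from the nearest peak, which argues against the 1 bp overlap rule as the reason. They held 3.10% to 6.26% of the nuclear counts of a library, and gave 10 higher and 350 lower calls among 14434 tested. In the other direction, each listed peak with a −log10 q of at least 3 lay in a counted region in all 6 lists, against 34.8% to 60.8% of peaks below 3. No biological explanation was tested for this pattern.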
